# Generation and characterization of a mouse line for monitoring translation in dopaminergic neurons

**DOI:** 10.1038/s41598-017-08618-2

**Published:** 2017-08-14

**Authors:** Joseph D. Dougherty

## Abstract

We developed a mouse line targeting midbrain dopamine neurons for Translating Ribosome Affinity Purification(TRAP). Here, we briefly report on the basic characterization of this mouse line including confirmation of expression of the transgene in midbrain dopamine neurons and validation of its effectiveness in capturing mRNA from these cells. We also report a translational profile of these neurons which may be of use to investigators studying the gene expression of these cells. Finally, we have provided the line to Jackson Laboratories for distribution and use in future studies.

## Introduction

Dopamine(DA) is an important neurotransmitter in the central nervous system. Though produced in limited cell populations throughout the mouse brain^1^, dopaminergic axons project widely throughout the nervous system, modulating a wide variety of circuits. Most notably, highly robust projections from the dopaminergic cells of the substantia nigra(SN) and ventral tegmental areas(VTA) to the striatum are essential for modulating behavior. Projections from VTA neurons to the nucleus accumbens have long been known to play a fundamental role in reward and are thought to be the common convergent pathway for all drugs of abuse^2^, while the dorsal-lateral striatum has a greater role in motor behavior^3^. Finally, both populations of neurons, but especially the SN, are vulnerable to genetic or environmental insults that result in their degeneration in patients with Parkinson’s disease. Thus, DA producing neurons have been a focus of intense scientific interest for decades with a deep cannon of accumulated knowledge about their morphology, projections, function, and physiology.

To enable study of translation specifically in DA producing cells of the mouse brain, we developed a transgenic mouse line expressing a ribosomal protein fused to GFP, eGFP/RPL10A, in DA neurons to permit Translating Ribosome Affinity Purification(TRAP) from these cells. Here we provide characterization of the expression of this line and validation of its ability to harvest mRNA from midbrain DA neurons. This line has now been distributed to Jackson laboratories(Stock# 030272) and should provide a resource for investigators interested in studying transcription and translation in these cells.

## Results

We generated two transgenic mouse lines to target this population of neurons. We first used a bacterial artificial chromosome(BAC) containing the tyrosine hydroxylase (*Th*) gene, a key enzyme in the synthesis of DA and norepinephrine which has traditionally been used as a marker of these cells, by replacing the coding sequence with the eGFP/RPL10a transgene. Characterization of eGFP expression in this mouse line showed some robust expression in the regions where DA neurons were known to be found, but also ectopic expression in TH negative populations in hypothalamus, striatum, and even sparse cells in cortex. There was also labeling in a subset of Purkinje neurons in the cerebellum, though this later pattern was somewhat consistent with some prior immunohistochemical data reporting TH expression in Purkinje cells^4^ and suggests that the enzyme has purposes in the CNS beyond the synthesis of DA and norepinephrine. It is also possible that this discrepancy reflects some level of difference between transcription and translation of the *Th* gene, and is consistent with a recent report of more widespread expression of Th mRNA than protein^5^. Although a pilot study demonstrated that TRAP could harvest RNA from midbrain dopaminergic cells(*data not shown)*, concerns about ectopic expression precluded further pursuit of this line. Thus, these first mice lacked specificity for DA producing neurons.

Therefore we next tested a BAC containing the *Slc6a3* gene, coding for the protein commonly known as the DA transporter(DAT). Immunohistochemical characterization of this mouse line revealed robust expression of eGFP/RPL10a in midbrain DA producing neuronal populations (Fig. 1A). Colabeling with TH antibodies revealed that TH positive neurons were consistently eGFP positive in these populations (Fig. 1B). We then isolated ribosome bound RNA from adult midbrain DA neurons and measured gene expression by microarray. 

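TRAP RNA was measured on 2 arrays and input RNA of the whole midbrain on 2 arrays, each array from a pool of 5 adult mice. TRAP collects GFP-tagged ribosomes with the mRNA bound to them, here from cells in which the Slc6a3 BAC drives expression of the tagged ribosomal protein RPL10A. Rpl10a itself, measured together with any transcript of the tagged copy that its probe set detects, was 11568 ± 329 arbitrary expression units (SD, n = 2) in TRAP and 5536 ± 32.2 (SD, n = 2) in input. Its log2 fold change was 1.06 (standard error 0.03, adjusted p = 0.00129 from limma). The sample labels number the TRAP arrays 2 and 4 and the input arrays 1 and 2, and they describe the second fraction as unbound RNA, whereas the paper calls it input, the name used here.
Values were produced by the authors with GCRMA on the log2 scale, and levels are given here in arbitrary expression units after conversion to the linear scale. The median level was 7.28 and 7.13 units on the TRAP arrays and 10.2 and 10.1 units on the input arrays, and between 35.2% and 35.8% of probe sets reached 50 units on an array. The sorted values of the 2 arrays of a fraction differed by 0.02 (TRAP) and 0.03 (input) log2 units on average, and those of a TRAP and an input array by 0.22 to 0.26. Identical values on both arrays were found for 21547 probe sets in TRAP and 18790 in input, of which 427 and 331 were at 50 units or more, with a lowest value of 4.58 units in TRAP and 4.59 in input. TRAP and input were compared with limma over 45037 probe sets, after 64 control probe sets were left out, with Benjamini-Hochberg adjustment and a threshold of 0.05. Changes are counted among the 17073 probe sets at 50 units or more on both arrays of at least 1 fraction, termed above background. Where both arrays of a fraction lay below 50 units, the fold is a bound computed against 50 units and is written as at least that fold. The number of arrays limits the precision. A p-value weighs the difference between the fractions against the spread between the 2 pools of a fraction, which limma moderates over all probe sets. Where both arrays of a fraction hold the same value, no such spread is seen in it.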

Independent replicates showed high reproducibility (Fig. 2A). In addition, TRAP RNA was markedly different from parallel profiles of input RNA purified from the whole midbrain dissection (Fig. 2B). Specifically, a variety of known DA neuronal markers including Th (48 fold), Slc6a3 (6.8 fold), and Ntsr1(19.9 fold), were all significantly enriched in the TRAP sample (p < 0.003, p < 0.005, p < 0.05, respectively; LIMMA, with FDR correction). 

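Th, the rate-limiting enzyme of dopamine synthesis, was measured at 16613 units on TRAP replicate 2 and 20947 on TRAP replicate 4, and Slc6a3, the dopamine transporter, at 37882 and 41149. Slc18a2, the vesicular monoamine transporter, was at 7947 and 16938, and Anxa1, an annexin, at 3301 and 5802. Of 15 oligodendrocyte markers above background, 14 were higher on replicate 2, with a median difference of 1.64 log2 units, and Mbp, a myelin protein, was at 41048 units on replicate 2 and 18665 on replicate 4. All 11 GABAergic neuron markers above background were higher on replicate 2, with a median difference of 1.83. The 10 markers of substantia nigra-leaning dopamine neurons ran the other way, with a median of -0.63 for replicate 2 minus replicate 4. These differences describe 2 arrays and were not tested, and they were looked at after the values were seen.
Across all 45037 probe sets the TRAP arrays had a Pearson r of 0.993 on the log2 scale. Among the 15375 probe sets at 50 units or more on both, r was 0.972 and 776 probe sets differed by more than 2-fold. The input arrays had an r of 0.986 across all probe sets and 0.943 among the 15373 at 50 units or more on both, of which 87.4% lay within 2-fold. Probe sets are not independent replicates, so these correlations describe the arrays only.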

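In TRAP RNA 3213 of the 17073 probe sets above background (18.8%) were higher than in input and 1559 (9.13%) were lower, of which 2540 and 1314 differed by at least 2-fold. Among genes outside the paper's text and Table 1, those with the highest log2 fold changes on the deposited values were Ntn1, Stbd1, Grp, Rac3, Ldoc1, Tmem232, Kcns3, Gtf2a1l, Cldn2 and Fam171a2. All but Grp were below background in input, so each has only a bound (from at least 2.03-fold for Cldn2 to at least 11.9-fold for Ldoc1) and their order is not resolved. Ntn1, which encodes the axon guidance protein netrin 1, was at 527 ± 204 units (SD, n = 2) in TRAP and below background in input, a rise of at least 10.1-fold (adjusted p = 0.00806 from limma). Grp, the neuropeptide gastrin-releasing peptide, was at 1466 ± 319 units in TRAP and 46.2 ± 12.7 in input, with 1 of the 2 input arrays below 50 units (log2 fold change 5.00, standard error 0.34, adjusted p = 0.0082 from limma). Rac3, a small GTPase of neurons, rose at least 9.00-fold.
Those with the lowest log2 fold changes were Cfp, ND5, Zfp40, Slc38a6, 9530059O14Rik, Amy1, Gjc3, Onecut2, Stard9 and Ttpa. All but ND5 were below background in TRAP, so their order is not resolved either. Cfp, the complement factor properdin, was at 627 ± 31.5 units (SD, n = 2) in input and below background in TRAP, at least 12.5-fold lower (adjusted p = 0.00249 from limma). ND5, a subunit of respiratory complex I encoded in the mitochondrial genome, was at 17301 ± 6234 units in input and 339 ± 131 in TRAP (log2 fold change -5.68, standard error 0.51, adjusted p = 0.0143 from limma). Gjc3, a connexin of myelinating glia, was at least 2.90-fold lower, and Amy1, an amylase, at least 16.0-fold lower.
Of 26 gene lists, 5 moved up against all other genes and 6 moved down at an adjusted p under 0.05 from limma's camera. With an estimated correlation 0 lists passed, the lowest being adjusted p = 0.629 with an estimated correlation. Without input replicate 1, 1 list passed, and without input replicate 2, 6. RNA quality controls differed between the fractions: the 3′ minus 5′ difference of the Gapdh control probe sets was 4.96 and 3.52 log2 units on the TRAP arrays and 6.81 and 6.39 on the input arrays.
The TRAP and input means had a Pearson r of 0.945 across probe sets, and 7880 probe sets above background (46.2%) differed by more than 2-fold. In 76.3% of the probe sets above background both arrays of a fraction lay above both of the other, against 33.3% by chance. The 33.3% assumes no offset between the fractions. Their median log2 fold change above background was 0.44, so the 2 shares cannot be compared directly. Without TRAP replicate 2, 1434 were higher and 926 lower, and without TRAP replicate 4, 1340 and 842. Of the 20 named genes, 8 missed the threshold without TRAP replicate 2, 9 without TRAP replicate 4 and 8 without either input array, with adjusted p up to 0.153 from limma, and 14 missed it with values under 50 units raised to 50 (up to 0.302), Ntn1, ND5, Gjc3 and Amy1 among them. ND5 kept its log2 fold change with values raised to 50, so that loss comes from the fit over the other probe sets. Centring the arrays on bright probe sets shifted the median log2 fold change by -0.41 and gave 3745 higher and 3867 lower.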

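Th rose from 356 ± 42.5 units (SD, n = 2) in input to 18780 ± 3065 in TRAP, a log2 fold change of 5.72 (standard error 0.19, adjusted p = 0.00213 from limma), or 52.6-fold. Slc6a3 rose 7.42-fold, from 5340 ± 685 to 39515 ± 2310 units (log2 fold change 2.89, standard error 0.13, adjusted p = 0.0040 from limma). Ntsr1, a receptor for the neuropeptide neurotensin, rose 22.8-fold, from 404 ± 218 to 8727 ± 2861 units (log2 fold change 4.51, standard error 0.63, adjusted p = 0.0312 from limma). Drd2, the D2 dopamine receptor through which dopamine neurons sense their own transmitter, rose from 51.0 ± 2.83 units in input, where 1 of the 2 arrays was below 50 units, to 3782 ± 655 in TRAP (log2 fold change 6.20, adjusted p = 0.00148 from limma). Slc18a2, the vesicular monoamine transporter, rose by a log2 fold change of 5.24 (standard error 0.65, adjusted p = 0.0259 from limma), and Sncg, which encodes gamma-synuclein, by 4.28 (standard error 0.37, adjusted p = 0.0135 from limma).
Of 8 genes of dopamine transport, storage and breakdown above background, 6 rose and 0 fell (6 and 0 when adjusted over the list alone). Without TRAP replicate 2 or TRAP replicate 4, 2 rose, and without input replicate 1 or input replicate 2, 4. The list moved up against all other genes at an adjusted p of 0.0438 from limma's camera, and its adjusted p = 0.629 with an estimated correlation. It missed the threshold without input replicate 1 (0.0941) or input replicate 2 (0.0977), after quantile normalization of the 4 arrays, with an intensity trend and with the mean of all probe sets of a gene (up to 0.0600). The paper names several of these genes from these samples, so their counts are not independent evidence of the direction. On every array of TRAP each of the 6 named genes was above every input array. Th and Drd2 passed without any 1 of the 4 arrays, Slc6a3 missed the threshold without TRAP replicate 2 (adjusted p = 0.0602 from limma) or TRAP replicate 4 (0.0636), Ntsr1 and Slc18a2 missed it without any 1 array (up to 0.154 and 0.128), and Sncg missed it without input replicate 1 (0.0987) or input replicate 2 (0.100). With values under 50 units raised to 50, Ntsr1 (0.124), Slc18a2 (0.109) and Sncg (0.0717) missed it. Their log2 fold changes stayed at 4.51, 5.24 and 4.28 under this setting. These losses therefore come from the fit over the other probe sets and not from these genes' own levels.

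**Figure D1:**
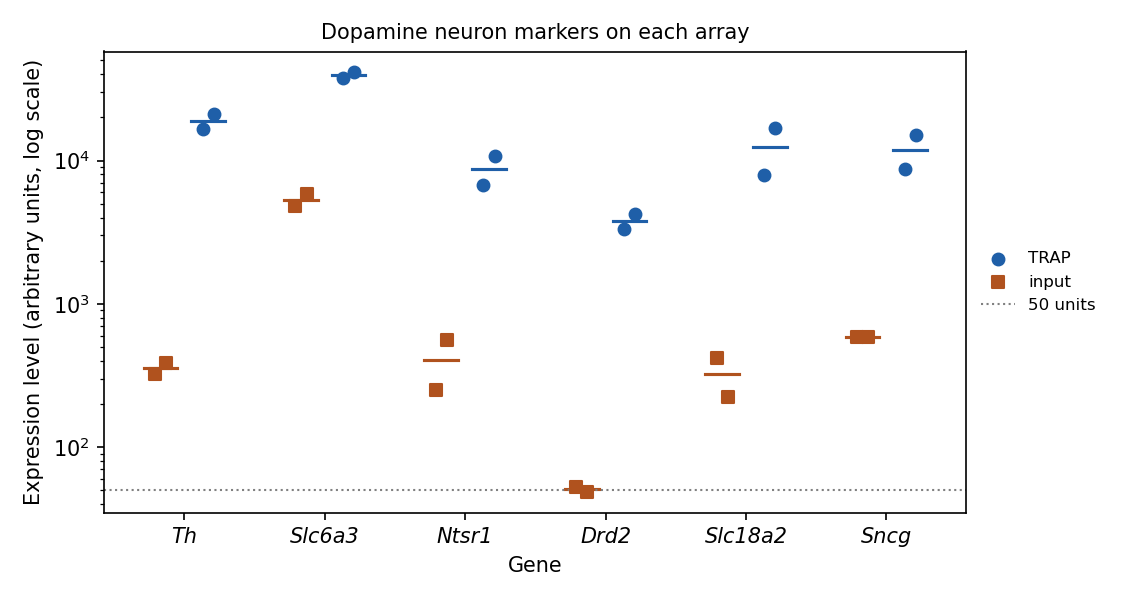
Expression level in arbitrary units (log scale) of 6 dopamine neuron markers. Circles are the 2 TRAP arrays, squares the 2 input arrays, short lines their means and the dotted line 50 units. The TRAP arrays of Th lie at 16613 and 20947 units and its input arrays at 326 and 386.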

We believe the relatively lower enrichment of Slc6a3 likely represents saturation of the microarray probeset for this transcript in the TRAP sample, as there is no *a priori* reason to assume it should be substantially less enriched than Th, and the raw intensity values for the TRAP Slc6a3 probesets are in the top 0.05% of all probesets on the array. 

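Slc6a3 was among the brightest probe sets on the TRAP arrays and not on the input arrays. On TRAP replicate 2 it ranked 24th of 45037 probe sets, with 0.0533% of them at or above its level, and on TRAP replicate 4 it ranked 13th (0.0289%). On the input arrays it ranked 996th (2.21%) and 758th (1.68%). Among the probe sets at 50 units or more, the share at or above Slc6a3 was 0.151% on TRAP replicate 2 and 0.0819% on TRAP replicate 4.
The brightest probe set of an array reached 54823 and 54801 units on the TRAP arrays, which is 1.45 and 1.33 times the level of Slc6a3. From its input level, a rise to the highest value of the TRAP arrays would be 10.3-fold. The deposited values are normalized, so the scanner's intensities were not examined. From the level of the probe sets and the absence of a reason to expect a lower enrichment than that of Th, the paper proposes saturation of the Slc6a3 probe set.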

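Most markers of glia and vessels above background had lower values in TRAP than in input. All 17 astrocyte markers above background had a negative log2 fold change, with a median of -1.47, and 2 of them fell (0 when adjusted over the list alone). These were Sox9, a glial transcription factor (fall of at least 2.12-fold, adjusted p = 0.0196 from limma), and Slc1a3, an astrocyte glutamate transporter (log2 fold change -2.31, standard error 0.28, adjusted p = 0.0237 from limma). All 15 oligodendrocyte markers were negative, with a median of -1.17, and 1 fell, Tspan2, a tetraspanin (log2 fold change -1.10, standard error 0.04, adjusted p = 0.00312 from limma). The myelin gene Mbp had a log2 fold change of -0.51 (standard error 0.53, adjusted p = 0.477 from limma) on its brightest probe set, and 2 of its 8 probe sets above background fell. The astrocyte filament gene Gfap had a log2 fold change of -2.68 (standard error 1.02, adjusted p = 0.144 from limma).
Of 4 oligodendrocyte precursor markers, 1 fell, Pdgfra (log2 fold change -3.14, standard error 0.27, adjusted p = 0.0126 from limma). Of 8 microglia markers, all negative with a median of -1.64, 1 fell, Cx3cr1, the fractalkine receptor (at least 4.35-fold, adjusted p = 0.0269 from limma). Of 6 endothelial and mural cell markers, 5 negative and 1 positive, 1 fell, Slco1a4, a transporter of brain vessels (at least 1.79-fold, adjusted p = 0.0389 from limma). The 16 pan-neuronal genes had a median of 0.64, which is 0.20 above that of all genes above background and becomes 0.23 after centring on bright probe sets, and 1 of them rose. No other member of these lists passed over all probe sets on its brightest probe set. With levels under 50 units set to 50, the median was -1.28 for astrocytes and -1.08 for microglia. The endothelial and mural cell median went from -1.63 to -0.89 under this setting.
Against all other genes, the astrocyte and microglia lists moved down at an adjusted p of 0.0119 each from limma's camera, the oligodendrocyte list at 0.0438 and the endothelial list at 0.0283. The precursor list did not pass (0.137), nor did the pan-neuronal list (0.171). Over the genes above background the precursor list passed (0.00760, and adjusted p = 0.422 with an estimated correlation) and the pan-neuronal list did not (0.402). With an estimated correlation each call was lost: adjusted p = 0.693 with an estimated correlation for astrocytes and microglia, adjusted p = 0.721 with an estimated correlation for oligodendrocytes and adjusted p = 0.629 with an estimated correlation for endothelial cells. Glial RNA differed between the TRAP arrays, with astrocyte markers a median of 0.76 log2 units higher on TRAP replicate 2 and microglia markers 1.06 higher, and the Actb control probe sets had a 3′ minus 5′ difference of 6.45 and 4.82 on the TRAP arrays and 7.30 and 7.08 on the input arrays. Of the 6 named genes that fell, 6 missed the threshold without TRAP replicate 2 or TRAP replicate 4 and 4 without input replicate 1 or input replicate 2, with adjusted p up to 0.187 from limma. All but Tspan2 missed it with values under 50 units raised to 50 (up to 0.807). Slc1a3 and Pdgfra kept their log2 fold changes under this setting, so their losses come from the fit over the other probe sets. Tspan2 (0.122) and Slc1a3 (0.0526) missed the threshold with the mean of all probe sets of a gene. Over the whole lists, 3 oligodendrocyte markers fell without TRAP replicate 2 and 0 without TRAP replicate 4, 0 astrocyte markers fell without input replicate 2, and 2 endothelial markers fell without input replicate 1. The astrocyte, oligodendrocyte and microglia lists missed it without input replicate 1 (0.0664, 0.199 and 0.0661) or input replicate 2 (0.0812, 0.161 and 0.0812), and the endothelial list without input replicate 1 (0.0598). All 4 lists missed it with TRAP divided by the factor found against Supplemental Table 1 (up to 0.284), all but the microglia list with an intensity trend (up to 0.124), the oligodendrocyte list also after centring (0.0675) and with the mean of all probe sets of a gene (0.0544), and the endothelial list also after quantile normalization (0.0567) and with values raised to 50 (0.0826).

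**Figure D2:**
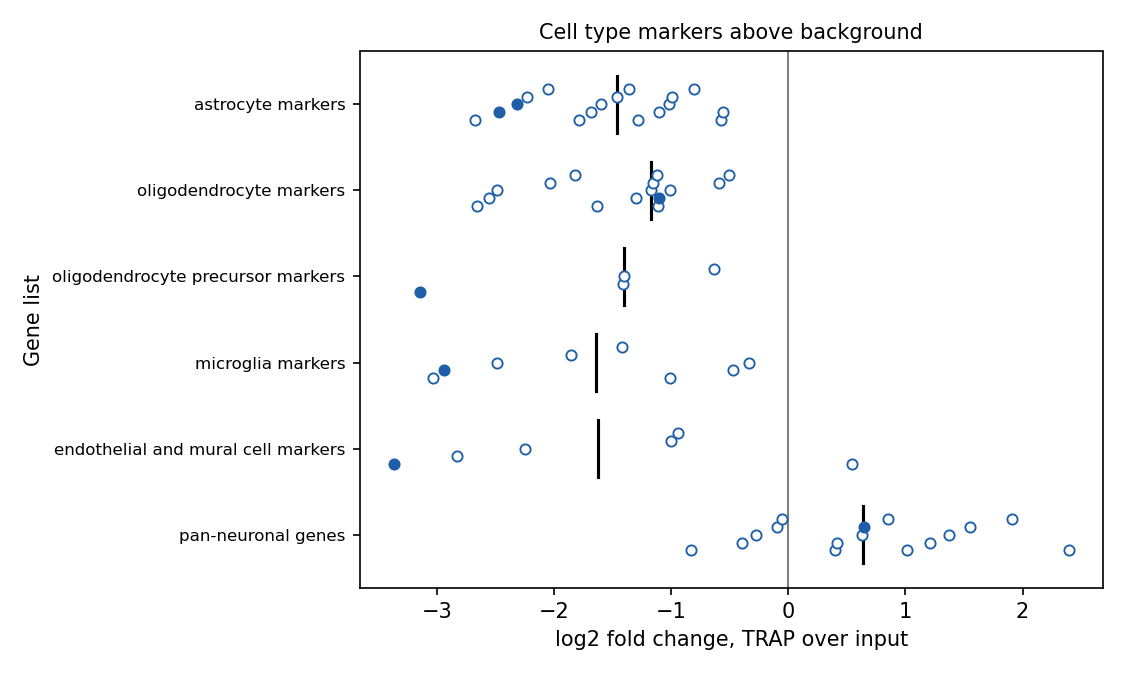
Log2 fold change of TRAP over input for each marker above background, by gene list. Filled circles passed the adjusted p threshold of 0.05, open circles did not, and the black line is the median of the list, from -1.64 for microglia to 0.64 for pan-neuronal genes.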

Non-neuronal ‘negative control’ transcripts were moderately depleted at a level typical of this TRAP protocol^6^.

**Figure 1:**
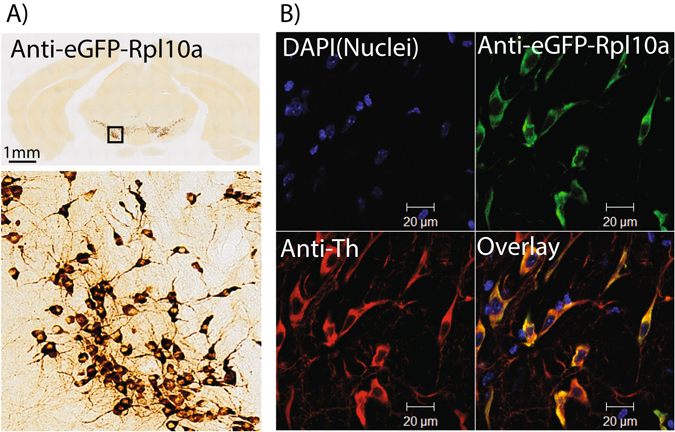
Anatomical confirmation of eGFP/RPL10A expression in midbrain dopamine neurons. (**A**) Anti-GFP immunohistochemistry shows regional expression of eGFP/RPL10A in neurons, consistent with expression in midbrain dopamine cells. (**B**) Immunofluorescence colocalization confirms expression in all Th positive neurons of the midbrain and only in Th positive neurons.

**Figure 2:**
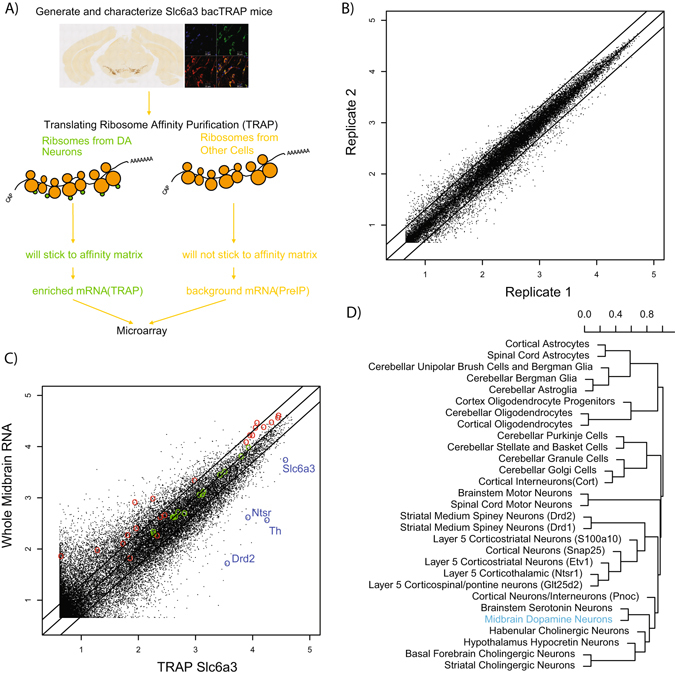
Slc6a3 JD1640 TRAP line allows for reproducible and specific purification or mRNAs from midbrain dopamine neurons. (**A**) Illustration of the bacTRAP method. Specific cell types are driven to express a GFP tagged ribosomal protein(RPL10A) using a cell type specific promoter in engineered from a bacterial artificial chromosome (BAC). After validation of the line, midbrains can be homogenized and lysates incubated with anti-GFP coated magnetic beads to enrich for mRNA from DA neurons. (**B**) Two microarray experiments on independent pools of Slc6a3 JD1640 TRAP mice result in reproducible mRNA expression (Pearson r > 0.98). (**C**) Comparison of TRAP purified from mRNA from Slc6a3 JD1640 TRAP to total RNA of midbrain shows robust enrichment of transcripts known to be expressed in dopaminergic neurons (blue), and moderate depletion of known glial genes (red). Lines in A and B show 2-fold enrichment or depletion (Pearson r > 0.90). (**D**) Hierarchical clustering of a variety of TRAP microarray datasets based on all transcripts with a pSI < 0.001 in any cell type reveals midbrain dopamine neurons(blue) are most similar to other neuromodulatory cells in enriched gene expression.

As a final validation of the new mouse reagent, we defined the set of most SN/VTA enriched transcripts (Table 1). 

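In all 47 probe sets of Table 1, from 44 genes, the ratio of TRAP to input on the deposited values was over 10, from 11.1 to 342 with a median of 28.5, and both TRAP arrays lay above both input arrays. In 28 of them, that with the highest ratio included, both input arrays were below 50 units, so the ratio is no measured fold and the rise has only a bound. Aldh1a7, an aldehyde dehydrogenase, was at 2733 ± 493 units (SD, n = 2) in TRAP and below background in input, so that its rise is at least 54.2-fold (adjusted p = 0.000819 from limma). Gucy2c, a guanylate cyclase receptor of midbrain dopamine neurons, was at 1918 ± 874 units in TRAP and below background in input, a rise of at least 36.3-fold (adjusted p = 0.00701 from limma). Anxa1, which encodes annexin A1, rose from 80.9 ± 16.1 to 4551 ± 1768 units (log2 fold change 5.77, standard error 0.42, adjusted p = 0.00964 from limma). Ret, the signalling receptor for GDNF family ligands, rose from 2072 ± 398 to 26200 ± 4227 units (log2 fold change 3.66, standard error 0.24, adjusted p = 0.00775 from limma).
Of 10 substantia nigra-leaning markers above background, Aldh1a7 and Anxa1 among them, 7 rose and 0 fell (9 and 0 when adjusted over the list alone). Of 10 ventral tegmental-leaning markers, 3 rose and 0 fell (3 and 0 when adjusted over the list alone), Grp, Tacr3 and Calb1. Without TRAP replicate 2, 4 of the substantia nigra-leaning markers rose, and without any 1 of the other arrays, 3. Of the ventral tegmental-leaning markers 0 rose without TRAP replicate 2, where 1 fell, or TRAP replicate 4, and 2 rose without input replicate 1 or input replicate 2. The substantia nigra list moved up at an adjusted p of 0.00488 from limma's camera (adjusted p = 0.629 with an estimated correlation) and the ventral tegmental list did not pass (0.140), and the former missed the threshold without input replicate 1 (0.0598). The difference between the lists was not tested. Several members are in Table 1, which the paper chose on these samples, so the counts are not independent evidence of the direction.
The limma adjusted p was under 0.05 for 46 of the 47 probe sets and under 0.01 for 25. With all values under 50 units raised to 50, 27 were over 10-fold and 19 had an adjusted p under 0.05, while Gucy2c (0.0710), Anxa1 (0.0574) and Ret (0.0502) missed the threshold on the probe sets described above. On the probe sets counted in the lists, Tacr3 (0.0913) and Calb1 (0.0699) missed it as well, Calb1 also with the mean of all its probe sets. With values raised to 50, the log2 fold changes of Anxa1, Ret and Calb1 did not change. Their losses under that setting therefore come from the fit over the other probe sets. Without TRAP replicate 2, 30 of the 47 had an adjusted p under 0.05, without TRAP replicate 4, 29, without input replicate 1, 22, and without input replicate 2, 21. Over the whole array, 111 probe sets had a ratio over 10 on the deposited values at an adjusted p under 0.01 with a TRAP mean over 50 units, against 113 without TRAP replicate 2, 72 without TRAP replicate 4, 55 without input replicate 1 and 33 without input replicate 2. With values under 50 units raised to 50, this count over the whole array was 1. In 15 of the 47 both input arrays hold the same value, so a fit without either TRAP array has no spread to test against. The specificity index, which needs profiles of other cell types, was not computed.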

Examination of a subset of these genes with publically available coronal *in situ* hybridization data confirmed high levels of expression for all in a pattern consistent with midbrain DA neurons (Fig. 3). Likewise, an analysis of enrichment of particular biological and molecular processes of the top enriched (pSI < 0.005) transcripts revealed enrichment of categories for “Ion Channel Activity” (p < 4.5E-5, Benjamini Hochberg corrected p-value), driven by transcripts such as *Kcnd3*, *Scn3a*, and *Chrna6*, “Dopamine Biosynthetic Process” (p < 1.3E-3), driven by transcripts for enzymes such as *Th*, *Gch*, *and Ddc* ^7^, and “Dopaminergic Neuron Differentiation” (p < 1.2E-2), driven by known master regulators such as *En1*, *Foxa2*, *Nr4a2*, *Pitx3*, and *Lmx1b* ^8^, consistent with identification of transcripts enriched in midbrain DA neurons.

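Part of the genes of dopamine synthesis and dopamine neuron differentiation rose, and ion channels went both ways. Of 7 genes of dopamine and tetrahydrobiopterin synthesis above background, 4 rose and 0 fell (4 and 0 when adjusted over the list alone). Beside Th these were Gch1, the first enzyme of tetrahydrobiopterin synthesis (log2 fold change 5.48, standard error 0.49, adjusted p = 0.0140 from limma), Ddc, which turns L-DOPA into dopamine (3.49, standard error 0.30, adjusted p = 0.0130 from limma), and Pcbd1, which regenerates tetrahydrobiopterin (2.61, standard error 0.41, adjusted p = 0.0395 from limma).
Of 12 transcription factors of midbrain dopamine neurons above background, 8 rose and 0 fell (10 and 1 when adjusted over the list alone). En1, a homeobox factor, rose at least 23.7-fold (adjusted p = 0.00494 from limma), Pitx3 at least 4.24-fold (0.000349) and Foxa2 at least 15.3-fold (0.00116), each being below background in input. Foxa1 had a log2 fold change of 4.83 (standard error 0.58, adjusted p = 0.0240 from limma), Nr4a2 of 3.36 (standard error 0.27, adjusted p = 0.0116 from limma) and Lmx1b of 3.75 (standard error 0.30, adjusted p = 0.0113 from limma).
Of 36 voltage-gated and pacemaker channels above background, 6 rose and 2 fell (4 and 1 when adjusted over the list alone), with a median of 0.10, which lies below the median of all genes above background (0.44) and falls to -0.31 when arrays are centred on bright probe sets. Trpc6, a cation channel, rose at least 9.36-fold (adjusted p = 1.17e-05 from limma, with identical values on both TRAP arrays), Kcns3, a modifying potassium channel subunit, at least 5.02-fold (0.00554), and Hcn3, a pacemaker channel, from 169 ± 0.874 to 1954 ± 305 units (adjusted p = 0.00333 from limma). Scn3a, a sodium channel, rose by a log2 fold change of 1.36 (standard error 0.23, adjusted p = 0.0429 from limma), while Scn1a, another sodium channel, was 2.82-fold lower (7015 ± 1289 units in input and 2487 ± 475 in TRAP, adjusted p = 0.0440 from limma). Kcnd3, a potassium channel of dopamine neuron pacemaking, had a log2 fold change of 2.17 (standard error 0.51) that did not pass over all probe sets (adjusted p = 0.0758 from limma) and passed over those above background (0.0298). With the mean of all its probe sets the log2 fold change of Kcnd3 was -0.15 (adjusted p = 0.418 from limma). Only 1 of these probe sets was above background, so this mean rests largely on unmeasured levels and decides nothing. Of 6 nicotinic receptor subunits above background, 3 rose and 0 fell (4 and 0 when adjusted over the list alone), Chrna6 (log2 fold change 5.76, standard error 0.30, adjusted p = 0.00515 from limma), Chrna5 (at least 6.65-fold) and Chrna4 (3.55, standard error 0.48, adjusted p = 0.0302 from limma).
Against all other genes, the synthesis list moved up at an adjusted p of 0.0486 from limma's camera and the transcription factor list at 0.0119, while the nicotinic list (0.0691) and the channel list (0.580) did not pass. Over the genes above background the nicotinic list passed (0.00571 from limma's camera) and the channel list did not (0.338). Each call was lost with the correlation estimated. The adjusted p with an estimated correlation was 0.629 for both lists that passed over all genes. It was 0.422 for the nicotinic list above background. The paper names part of each list from these samples. Without TRAP replicate 2, TRAP replicate 4, input replicate 1 and input replicate 2 in turn, 1, 1, 3 and 2 synthesis genes rose, 2, 2, 4 and 3 transcription factors, 4, 4, 2 and 5 channels and 3, 2, 1 and 1 nicotinic subunits, while 1, 1, 3 and 3 channels fell, more than rose without input replicate 1. Of the 18 named genes that passed, 9 missed the threshold without TRAP replicate 2, TRAP replicate 4 or input replicate 1 and 10 without input replicate 2, with adjusted p up to 0.190 from limma, and 11 with values under 50 units raised to 50 (up to 0.157), Gch1, Ddc, Pcbd1, Foxa1, Nr4a2, Lmx1b, Kcns3, Scn3a, Scn1a, Chrna5 and Chrna4. With values raised to 50, the log2 fold changes of Gch1, Ddc, Pcbd1, Foxa1, Nr4a2, Lmx1b, Scn3a, Scn1a and Chrna4 did not change. Their losses under that setting therefore come from the fit over the other probe sets. Pcbd1 (0.0536) and Scn3a (0.0570) missed the threshold after quantile normalization of the 4 arrays. With the mean of all probe sets of a gene, Kcns3 (0.0785) and Chrna4 (0.0542) missed it. Each had only 1 probe set above background, so these means rest partly on unmeasured levels and decide nothing about the threshold. The synthesis list missed it without TRAP replicate 2 (0.128), TRAP replicate 4 (0.0587), input replicate 1 (0.0664) or input replicate 2 (0.0812), after quantile normalization (0.0723) and with an intensity trend (0.0586), and the transcription factor list without input replicate 1 (0.0630).

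**Figure D3:**
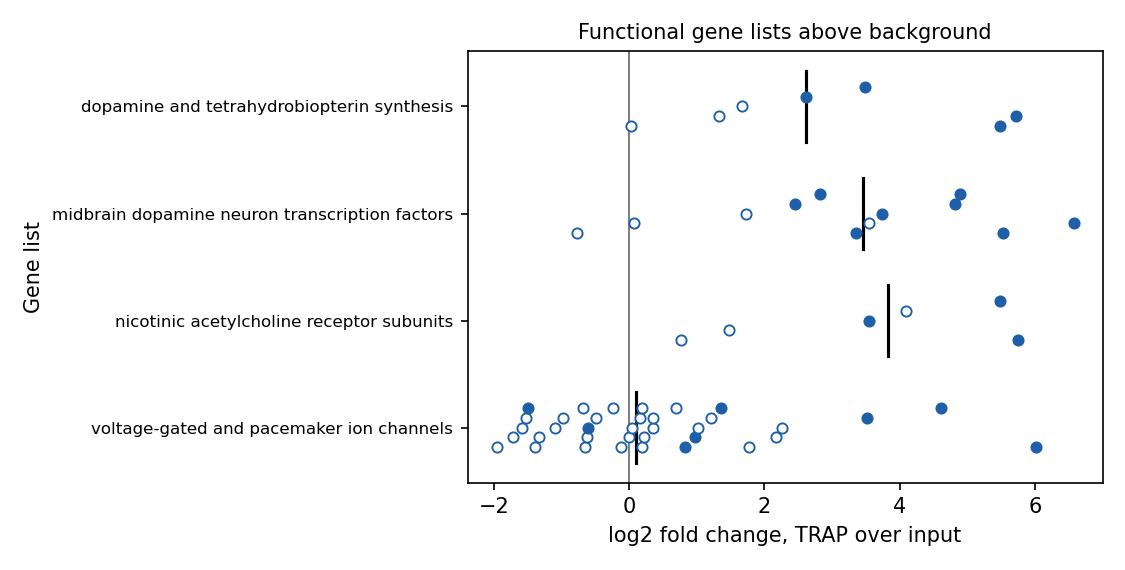
Log2 fold change of TRAP over input for each gene above background in 4 functional lists. Filled circles passed the adjusted p threshold of 0.05, open circles did not, and the black line is the median of the list, 0.10 for the ion channels.

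The paper names channel genes, enzymes and known regulators as drivers of these categories among the transcripts with the lowest specificity index p-values. It describes the categories as compatible with having found transcripts enriched in midbrain DA neurons. The category test itself was not repeated, since the specificity index was not computed.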

**Table 1:** Probesets with >10 fold enrichment, p < 0.01, and pSI < 0.10e-6.

ProbeID	Mid	Slc6a3	FC	adj.P	pSI	Symbol	EntrezID	Long Name
1418601_at	7.9	2516.5	317.5	8.2E-04	1.9E-06	Aldh1a7	26358	aldehyde dehydrogenase family 1, subfamily A7
1448213_at	80.9	4191.1	51.8	9.6E-03	1.9E-06	Anxa1	16952	annexin A1
1438861_at	148.2	1517.3	10.2	3.2E-03	1.9E-06	Bnc2	242509	basonuclin 2
1455416_at	51.8	1630.8	31.5	4.1E-03	1.9E-06	C130021I20Rik	100504399	Riken cDNA C130021I20 gene
1446877_at	39.5	498.3	12.6	1.5E-02	1.9E-06	C230014O12Rik	329387	RIKEN cDNA C230014O12 gene
1421203_at	72.9	785.2	10.8	3.0E-02	1.9E-06	Chrna4	11438	cholinergic receptor, nicotinic, alpha polypeptide 4
1442035_at	7.4	309.3	41.6	3.3E-03	1.9E-06	Chrna5	110835	cholinergic receptor, nicotinic, alpha polypeptide 5
1450427_at	121.4	6196.6	51.1	5.2E-03	1.9E-06	Chrna6	11440	cholinergic receptor, nicotinic, alpha polypeptide 6
1418617_x_at	12.4	302.4	24.4	2.7E-03	1.9E-06	Clgn	12745	Calmegin
1433715_at	114.1	1516.6	13.3	4.4E-02	1.9E-06	Cpne7	102278	copine VII
1430591_at	4.6	82.1	17.9	4.5E-06	1.9E-06	Ddc	13195	dopa decarboxylase
1426215_at	2917.1	29921.0	10.3	1.3E-02	1.9E-06	Ddc	13195	dopa decarboxylase
1449939_s_at	18.5	1399.6	75.8	1.3E-02	1.9E-06	Dlk1	13386	delta-like 1 homolog (Drosophila)
1418618_at	12.8	1092.8	85.2	4.9E-03	1.9E-06	En1	13798	engrailed 1
1455872_at	24.3	3072.6	126.7	1.3E-02	1.9E-06	Fam167a	219148	family with sequence similarity 167, member A
1424695_at	4.7	314.3	67.5	3.2E-05	1.9E-06	Fam210b	67017	family with sequence similarity 210, member B
1421677_at	4.9	80.4	16.5	1.6E-02	1.9E-06	Fgf20	80857	fibroblast growth factor 20
1421855_at	23.2	289.9	12.5	2.9E-02	1.9E-06	Fgl2	14190	fibrinogen-like protein 2
1418496_at	239.6	6050.6	25.3	2.4E-02	1.9E-06	Foxa1	15375	forkhead box A1
1422833_at	25.7	705.7	27.5	1.2E-03	1.9E-06	Foxa2	15376	forkhead box A2
1441384_at	7.1	140.8	19.7	1.3E-03	1.9E-06	Gadl1	73748	glutamate decarboxylase-like 1
1429692_s_at	78.7	3291.0	41.8	1.4E-02	1.9E-06	Gch1	14528	GTP cyclohydrolase 1
1419593_at	5.8	91.7	15.8	7.3E-03	1.9E-06	Greb1	268527	gene regulated by estrogen in breast cancer protein
1436370_at	12.0	1766.4	147.8	7.0E-03	1.9E-06	Gucy2c	14917	guanylate cyclase 2c
1454783_at	12.1	737.0	60.8	1.0E-02	1.9E-06	Il13ra1	16164	interleukin 13 receptor, alpha 1
1436465_at	68.4	996.4	14.6	4.7E-02	1.9E-06	Klhl1	93688	kelch-like 1
1449241_at	102.2	1395.2	13.7	1.9E-02	1.9E-06	Klhl1	93688	kelch-like 1
1441729_at	68.7	846.1	12.3	1.1E-02	1.9E-06	Lmx1b	16917	LIM homeobox transcription factor 1 beta
1453225_at	6.2	120.9	19.5	6.9E-02	1.9E-06	Ndnf	68169	neuron-derived neurotrophic factor
1450750_a_at	145.4	3136.9	21.6	4.6E-03	1.9E-06	Nr4a2	18227	nuclear receptor subfamily 4, group A, member 2
1420799_at	403.7	8036.3	19.9	3.1E-02	1.9E-06	Ntsr1	18216	neurotensin receptor 1
1449917_at	4.6	195.7	42.6	3.5E-04	1.9E-06	Pitx3	18742	paired-like homeodomain transcription factor 3
1421359_at	4.6	427.4	93.2	1.2E-02	1.9E-06	Ret	19713	ret proto-oncogene
1436359_at	2072.3	24126.0	11.6	7.8E-03	1.9E-06	Ret	19713	ret proto-oncogene
1437079_at	322.1	11457.0	35.6	2.6E-02	1.9E-06	Slc18a2	214084	solute carrier family 18 (vesicular monoamine), member 2
1451139_at	4.6	190.1	41.1	9.8E-03	1.9E-06	Slc39a4	72027	solute carrier family 39 (zinc transporter), member 4
1455442_at	5.2	246.1	47.5	1.7E-02	1.9E-06	Slc6a19	74338	solute carrier family 6 (neurotransmitter transporter), member 19
1427919_at	13.1	347.2	26.6	1.0E-02	1.9E-06	Srpx2	68792	sushi-repeat-containing protein, X-linked 2
1437190_at	7.5	126.4	16.8	4.8E-03	1.9E-06	Styk1	243659	serine/threonine/tyrosine kinase 1
1449816_at	7.5	172.4	23.0	1.6E-05	1.9E-06	Sult5a1	57429	sulfotransferase family 5A, member 1
1422955_at	34.7	1163.7	33.6	3.2E-02	1.9E-06	Syt17	110058	synaptotagmin XVII
1437029_at	79.5	1777.9	22.4	5.0E-02	1.9E-06	Tacr3	21338	tachykinin receptor 3
1420546_at	356.1	17293.2	48.6	2.1E-03	1.9E-06	Th	21823	tyrosine hydroxylase
1445371_at	8.8	237.1	26.9	5.8E-03	1.9E-06	Tmem207	100043057	transmembrane protein 207
1449431_at	7.2	431.1	60.0	1.2E-05	1.9E-06	Trpc6	22068	transient receptor potential cation channel, subfamily C, member 6
1425163_at	8.2	184.6	22.5	9.4E-04	1.9E-06	AI661453	224833	expressed sequence AI661453
1460425_at	4.6	154.2	33.6	2.3E-04	1.9E-06	1700001C19Rik	75462	RIKEN cDNA 1700001C19 gene

*ProbeID*: Affymetrix Probe ID, *Mid*, *Slc6a3:* Expression level in midbrain Input RNA and Slc6a3 TRAP RNA, respectively. *FC:* ‘Fold-Change’ value of Slc6a3/Mid. *adj*.*P:* LIMMA FDR adjusted p-value for Slc6a3 vs Mid. *pSI*: Specificity index statistic p-value, when Slc6a3 is compared to other TRAP samples (Fig. 2C). *Symbol*: Official gene symbol. *EntrezID:*Entrez Gene ID. *Long Name:* Official gene name.

**Figure 3:**
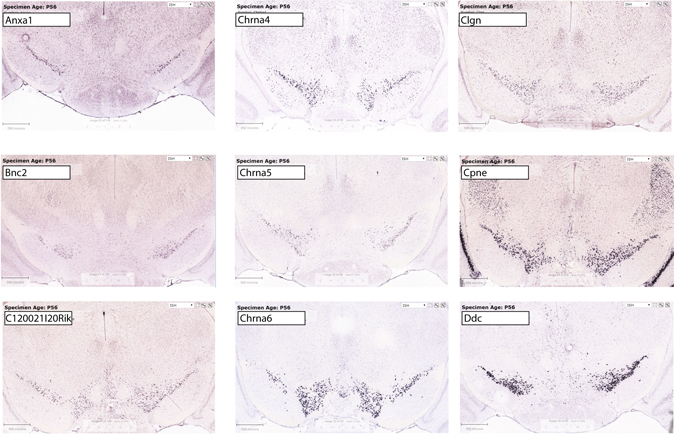
Examples of highly enriched transcripts in midbrain dopamine neurons. Shown are the first 9 genes of Table 1 with coronal *in situ* hybridization patterns available in the Allen Brain Atlas^25^. All show a regional pattern consistent with high and or/specific enrichment in midbrain dopamine neurons. Some (e.g. Anxa1) appear to only be expressed in a subset of the neurons, while others (Cpne) are highly expressed in SN/VTA but also show expression in additional populations. Images are from http://mouse.brain-map.org.

## Discussion

We report here the generation and characterization of a mouse line capable of translationally profiling midbrain dopamine-transporter expressing neurons. We show robust expression in all midbrain Th positive neurons, and confirm the ability of the mouse line to enable translational profiling. Thus, the mouse line should be useful to investigate ribosome bound transcripts in these neurons both at baseline, and in response to experimental manipulations, such as stimulation by drugs of abuse. We have also recently adapted a procedure for nuclear RNA purification from TRAP mouse lines^9^, so both nuclear transcription and cytoplasmic translation are in theory accessible using this line, and others have shown that the same basic approach can be applied to study the epigenetic profile of specific neuronal cell types^10^.

It is an interesting question as to why the Th bacTRAP line showed expression outside of TH positive cells. In the modified BAC designed to express eGFP/RPL10A in lieu of TH, the eGFP/RPL10a transgene sequence, followed by a strong polyA signal, is inserted at the translational start site of the *Th* gene. Thus, the transgene will co-opt the promoter/enhancers of the *Th* gene, due to the polyA signal but not the 3′ UTR. Thus, to the extent TH mRNA might be transcriptionally expressed, but translationally suppressed by 3′ UTR sequences in ‘ectopic’ populations, one would expect to detect eGFP/RPL10a protein in cells where TH protein is absent. Such translational regulation might also explain why many Th Cre lines, including knock-ins and transgenics, show recombination in Th negative cells^11^.

We also note that the new Slc6a3 TRAP line is distinct from the one recently used to successfully profile midbrain DA neurons in an MPTP Parkinson’s model^12^. Both lines were generated by modifying the same initial BAC, however the current line was initiated on the FVB strain and subsequently backcrossed to C57BL6/J mice, while the other line was directly generated on C57 mice from Charles River. Thus there will be modest strain differences between the two because of the different sources of C57 mice and any remaining introgressed FVB alleles in linkage with the transgene. Also, as they are separate integrants, they are expected to differ in transgene copy number and location. However, the line reported here is the exact line used to successfully profile embryonic midbrain DA neurons^5^. As the current line is being released by Jackson labs, we have provided this brief report to provide details of the generation and characterization of the line for future investigators, especially as minor differences between expected and actual strain or copy number could influence experimental results. Also, though they were generated independently of GENSAT, neuroanatomical data for this and other published bacTRAP lines are now also being hosted at the GENSAT website for the convenience of the field.

The translational profile of DA neurons provided here may also be of use to investigators interested in these cells. For example, it has recently been noted that midbrain DA neurons can co-release the neurotransmitter GABA^13^, yet do not appear to contain the traditional GABA synthesizing enzymes GAD65 and GAD67^14^ coded for by the genes *Gad1* and *Gad2*. Our microarray data is consistent with this expression pattern, showing robust depletion of these two genes from the TRAP sample (e.g. Gad1 6588 arbitrary expression units in the input RNA, and only 2396 in the TRAP, with this remaining TRAP signal likely reflecting non-specific background). However, the Gad paralog *GadL1* is 19 fold enriched in midbrain DA neurons (p < 0.002), though likely expressed only at low levels (absolute expression level: 140.8). 

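Gad2, which encodes the GABA-synthesizing enzyme GAD65, fell from 828 ± 122 units (SD, n = 2) in input to 179 ± 1.58 in TRAP, a log2 fold change of -2.20 (standard error 0.14, adjusted p = 0.00737 from limma). Gad1, which encodes GAD67, was at 6588 ± 4326 units in input and 2603 ± 1311 in TRAP. Its log2 fold change of -1.26 (standard error 0.84) did not pass (adjusted p = 0.306 from limma), and the arrays overlapped, with 9647 and 3529 units on input replicates 1 and 2 and 3530 and 1676 on TRAP replicates 2 and 4. A second probe set of each gene was below 50 units on all 4 arrays. All 11 GABAergic neuron markers above background had negative log2 fold changes, with a median of -1.42, and 1 of them fell (1 when adjusted over the list alone), which was Gad2. Slc32a1, the vesicular GABA transporter, had a log2 fold change of -0.41 (standard error 0.59, adjusted p = 0.596 from limma) and Pvalb, the calcium-binding protein parvalbumin, of -1.03 (standard error 0.78, adjusted p = 0.353 from limma).
The list did not pass over all genes (adjusted p = 0.0563 from limma's camera) and passed over the genes above background (0.000238, and adjusted p = 0.422 with an estimated correlation). TRAP replicate 2 had the higher level of all 11 markers, and without it the list passed (0.00168) and 3 markers fell, while 0 fell without TRAP replicate 4. Gad2 missed the threshold without TRAP replicate 2 (adjusted p = 0.0913 from limma) or TRAP replicate 4 (0.0937).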

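Gadl1, a paralog of the glutamate decarboxylases, was at 153 ± 18.5 units (SD, n = 2) in TRAP, 140 on replicate 2 and 166 on replicate 4, and at 7.14 units on both input arrays, which is below background. Its rise is at least 3.05-fold against 50 units (adjusted p = 0.00129 from limma). The ratio of the values themselves was 21.3. Its log2 fold change lay between 4.29 and 4.54 without any 1 of the 4 arrays. Both input arrays hold the same value, so a fit without either TRAP array has no spread to test against and decides nothing. The call was lost with values under 50 units raised to 50 (adjusted p = 0.0559 from limma). Another probe set for Gadl1 was below 50 units on all 4 arrays, with no fold to report.

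**Figure D4:**
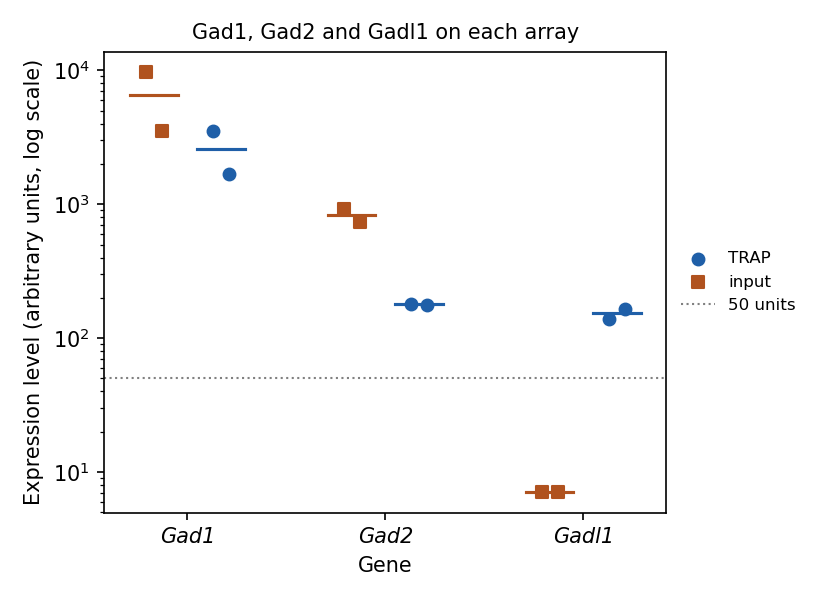
Expression level in arbitrary units (log scale) of Gad1, Gad2 and Gadl1. Squares are the 2 input arrays, circles the 2 TRAP arrays, short lines their means and the dotted line 50 units. The input and TRAP arrays of Gad1 overlap, and both input arrays of Gadl1 lie at 7.14 units.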

Although normally thought to be involved in synthesis of Carnitine or Taurine rather than GABA^15, 16^, several unstudied splice isoforms are present in the UCSC genome browser. If any of the unstudied splice isoforms do produce GABA this might contribute to GABA neurotransmission from DA cells. Thus, to enable investigators to query our findings for additional insights, the complete analyzed data is provided as Supplemental Table 1.

## Methods

### Generation of mouse line

All procedures involving animals were approved by the Animal Studies Committee of Washington University in St. Louis and the Rockefeller University Institute Animal Care and Use Committee. All methods were carried out in accordance with relevant guidelines and regulations. A BAC RP24-269I17, was modified as described^17^, to insert the TRAP construct EGFP/RPL10A^18^ into the translation start site of the *Slc6a3* gene. Recombination was confirmed by Southern blot. Modified BAC DNA was purified by CsCl centrifugation and injected into fertilized FVB oocytes as described^19^. Founder mice were bred to C57BL6/j mice for subsequent generations. Mice were maintained as trans-heterozygotes and transgene carrying pups were identified at each generation by genotyping tail clip DNA for GFP.

### Translating Ribosome Affinity Purification

Five adult mice per replicate were euthanized with CO_2_, and midbrains were dissected in ice cold buffer in the presence of cyclohexamide to stall translation. TRAP was conducted as described^20^. Parallel input fractions were collected from each replicate as a measure of whole midbrain tissue RNA composition. RNA quantity and quality were determined with a Nanodrop 1000 spectrophotometer and Agilent 2100 Bioanalyzer with PicoChip reagents. All RINs were above 7. For each replicate, up to 10 ng of total RNA was amplified with the Affymetrix two-cycle amplification kit and hybridized to Affymetrix 430 2.0 microarrays according to the manufacturer’s instructions, and data were processed in R as described^6^, using GCRMA for normalization and identification of specific and enriched genes using the pSI package^6^ with default settings, compared to a large set of prior cell types analyzed by TRAP on the same microarray platform^19, 21–24^.

### Anatomical analysis

For immunohistochemistry(IHC), mice were euthanized then perfused transcardially with PBS, followed by PBS with 4% paraformaldehyde. Brains were dissected, cryoprocted with 30% sucrose in PBS then processed MultiBrain Technology (NSA, NeuroScience Associates, Knoxville, TN) for DAB IHC with a 1:75,000 dilution of Goat anti-EGFP serum according to the Vectastain elite protocol (Vector Labs, Burlingame, CA). Serial sections were digitized with a Zeiss Axioskop2 microscope at 10× magnification.

For immunofluorescent studies, brains were prepared as above, frozen and sectioned to 40 uM on a crytostat, and stored in PBS with 0.1% azide until use. Sections were blocked with 5% normal donkey serum and 0.25% triton and then incubated with Chicken anti-GFP(Abcam) and Mouse anti-Th (Chemicon) followed by appropriate Alexa dye-conjugated secondary antibodies (Invitrogen, Carlsbad, CA). Images were acquired as Z stacks (2 μm sections) with a Zeiss Inverted LSM 510 confocal microscope.

For Allen Brain Atlas images of Fig. 3, we selected for presentation the first 9 available coronal *in situ* hybridization image sets, alphabetically, from those transcripts with > 10 fold enrichment, p < 0.01, and pSI < 0.10e-6 (Table 1).

### Data Availability

Analyzed data are available as Supplemental Table 1. Raw data are available at GEO: GSE99927.

## Electronic supplementary material

Supplementary information

Dataset 1

# Supplementary material for: Generation and characterization of a mouse line for monitoring translation in dopaminergic neurons
**Source:** Sci Rep. 2017 Aug 14;7:8117. doi: 10.1038/s41598-017-08618-2
**Supplement:** Supplementary file 1 — Supplementary information

***Supplemental information for:***  
**Generation and characterization of a mouse line for monitoring translation in dopaminergic neurons.**

Joseph Dougherty<sup>1,2</sup>

**Running Title (50 characters): Monitoring translation in dopaminergic neurons**

**Supplemental Table 1: Analyzed data for all probesets.**

*ProbeID*: Affymetrix Probe ID, *Mid*, *Slc6a3*: Expression level in midbrain Input RNA and Slc6a3 TRAP RNA, respectively. 

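Supplemental Table 1 gives each probe set its level in input RNA (Mid) and in TRAP RNA (Slc6a3), with their ratio and the limma p-value adjusted for all probe sets. The copy used here holds the first 1999 of its 45099 rows. In all 1999, the Mid column was the mean of the 2 input arrays on the linear scale with a largest difference of 0.0502 units. The Slc6a3 column was the mean of the 2 TRAP arrays divided by a factor that lay between 1.08 and 1.09 in every row (median 1.09). With control probe sets kept, the adjusted p from limma on the deposited values lay within 1% of the paper's in 99.3% of the rows. Th and Slc6a3, for example, have a fold there that is lower than the ratio of the deposited values by about this factor.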

*FC*: 'Fold-Change' value of Slc6a3/Mid. *adj.P*: LIMMA FDR adjusted p-value for Slc6a3 vs Mid. *pSI*: Specificity index statistic p-value, when Slc6a3 is compared to other TRAP samples (Figure 2C). *Symbol*: Official gene symbol. *EntrezID*: Entrez Gene ID. *Long Name*: Official gene name. 

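In the copy of Supplemental Table 1 used here, 1682 rows held a fold change and 317 did not. A fold was given where the TRAP level was above background and at least as high as the input level: the lowest TRAP level with a fold was 50.4 units and the lowest fold was 1. Of the 317 rows without a fold, 198 had a TRAP level under 50 units and the other 119 had a TRAP level below that of the input. The specificity index p-value, which ranks how specific a transcript is to 1 cell type among many TRAP profiles, was given for 1190 rows, with a highest value of 0.1.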

Foldchange and pSI are only calculated for those transcripts determined to be above background as described<sup>6</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

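RNA was measured on Affymetrix mouse expression arrays in 2 fractions of adult mouse midbrain, RNA bound to tagged ribosomes of Slc6a3-expressing cells (TRAP, replicates 2 and 4) and RNA of the whole tissue (input, replicates 1 and 2), each array from a pool of 5 mice. The sample labels name the second fraction unbound (total) RNA and the paper names it input, and it is called input here. The authors processed the arrays with GCRMA, of which no version is given, and the deposited values are on the log2 scale, with 1 value per probe set and array. Levels in arbitrary expression units are 2 raised to these values. The distributions of the arrays of a fraction are nearly the same and those of the 2 fractions differ, and no further normalization was applied for the reported values.
Of 45101 probe sets, 64 Affymetrix controls were left out of the tests and 45037 were tested. The platform's annotation gives 34945 of them 1 gene symbol, 932 several and 9160 none. Of those with a symbol, 34741 were matched by gene identifier to a RefSeq table of the mouse genome, and 0 symbols changed. Gene lists used probe sets with 1 symbol and, for each gene, the probe set with the highest mean over the 4 arrays, which left 18193 genes. Genes whose transcripts share probes with a close relative cannot be separated by these values.
TRAP was compared with input with limma 3.58.1 in R 4.3.3 (linear model with 1 coefficient for the fraction, empirical Bayes variance, 2-sided), with Benjamini-Hochberg adjustment over the 45037 probe sets and a threshold of 0.05. The prior had 0.317 degrees of freedom, and 2.02 over probe sets above background, beside 2 residual degrees of freedom. A level of 50 units was taken as background, the level under which the paper's Supplemental Table 1 gives no fold. On 17073 probe sets both arrays of TRAP (15375) or of input (15373) reached it, and 26819 lay under it on all 4 arrays. Within both fractions 15551 probe sets have identical values (9920 of them called), 15466 of them under 50 units on all 4 arrays, and limma's p is not informative for these. Changes are therefore counted among the 17073, a counting rule chosen after the data were seen, while p-values stay adjusted over all probe sets. Over all probe sets 8539 were higher and 11760 lower. At an unadjusted p under 0.05 from limma, 4773 above background were higher and 2220 lower. Where 1 fraction was below 50 units on both arrays, the fold was computed against 50 units as a lower bound.
The 26 gene lists (dopamine neuron functions and subtypes, other neurons, glia, vessels, and general classes such as ribosomal proteins) were written before the data were examined, as were the tests, the named-gene rule and the alternatives, apart from those said to be chosen later. Each list was tested against all other genes with limma's camera (inter-gene correlation 0.01, all measured members) and again with the correlation estimated from the arrays, with Benjamini-Hochberg adjustment over the lists. Members were counted over all probe sets and also with the adjustment over the members above background alone. Some genes stand in 2 lists.
Genes named in the text are those the paper names in its text, Table 1 or Fig. 2C, whose values in the paper had been seen, the 10 largest rises and 10 largest falls among genes outside these (adjusted p under 0.05, both arrays of the higher fraction over 50 units and above both of the other), and up to 4 members of each list, first those that passed with the largest change, then the brightest. Malat1 and Gfap were added after their values were seen, as were the comparisons of the 2 TRAP arrays and of the control probe sets.
Alternatives were quantile normalization of the 4 arrays, centring of each array on probe sets at 50 units or more on every array, a fit of only the probe sets above background, values under 50 units raised to 50, an intensity trend in the prior, control probe sets kept, each array left out in turn, stricter thresholds, a background of 100 units, and for lists and named genes the mean of all probe sets of a gene. Division of TRAP values by the factor found against Supplemental Table 1 was added after the data were seen. The estimated correlation over probe sets above background was added then too. Raising values to 50 does not change a gene whose 4 values are all at 50 units or more. A call lost by such a gene comes from the fit over the other probe sets. Of these, 26819 then have the same value on all 4 arrays.
The fit was tested on simulated data with the mean levels and spread of these arrays. With 200 changed probe sets and the offset between the fractions at the floor kept, 50% of 2-fold, 68% of 4-fold, 82% of 8-fold and 88% of 16-fold changes were called, together with 3.26% of unchanged probe sets above background and 57.6% of unchanged probe sets below it. The 3.26% are 550 probe sets, more than the 200 changed ones. Without the offset at most 2% of changed probe sets of any size were called. In the fit of only the probe sets above background 0% of any size were called. The offset kept moved unchanged probe sets below background by a median of 0.0028 log2 units. Sorted values of a TRAP and an input array differ by 0.22 to 0.26 on average, and that full difference was not simulated. With 7880 changed probe sets, as many as differed by more than 2-fold here, 43.1% to 92.1% were called, with 4.91% of the unchanged above background, and 54.0% to 97.2% with 2.02% in the fit of only the probe sets above background. The median error of the log2 fold change of changed probe sets was between 0.17 and 0.24. In camera, 2 of 100 random lists had a p under 0.05.
The first 1999 of the 45099 rows of Supplemental Table 1 were read, and no overlap with it was tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The specificity index, its category analysis, Fig. 2D, Fig. 3 and the histology were not analysed here.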

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

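The gene list and single gene tests with limma, the test of brightness against fold and the test on gene length and level were set before their results were seen, and the other tests in this part were chosen after the result was seen. Of the results given here, 7 are signals in genes or probe sets that the paper does not report on, and the fold of Slc6a3, which the paper discusses, is weighed beside them.
Below 50 units on all 4 arrays, where neither fraction shows a transcript above background, 15251 probe sets had an adjusted p under 0.05 from limma. Of the dim probe sets with identical values within both fractions 63.6% were called, against 31.8% of those that differ within both, and after quantile normalization the share of lower calls among dim called probe sets was 44.0%, against 65.7% as deposited. The first difference decides nothing, since identical values leave no spread and are called at almost any offset, and in simulated arrays 57.6% of unchanged probe sets not above background were called with the offset between the fractions kept and 0 of 27964 without it, against 55.5% here, so identical values at the floor may give such a share but cannot be told apart from other sources, which a simulation does not exclude. The second difference came with bringing the 4 arrays to 1 distribution, after which 13136 dim probe sets were still called, and that the fractions were normalized apart is inferred from their distributions only. These calls are not counted as changes, and no biological explanation was tested.
The dopamine transporter gene Slc6a3 had a lower fold than the enzyme gene Th. The array maximum would allow Slc6a3 10.3-fold from its input level, below the 52.6-fold of Th. In 50 of 54 genes with several rising probe sets and a brighter one over 10000 units in TRAP, the brighter one had the lower fold (92.6%, exact 95% interval 82.1 to 97.9), against 70.0% (63.1 to 76.3) of 200 genes whose brighter probe set was dimmer, a control chosen after the result was seen (Fisher's exact p = 0.000359). A ratio to an input level below 50 units is no measured fold. The dimmer probe sets of Ret and Ddc had such ratios, 93.5 and 19.4. Their bounds, 8.58 and 1.78, lie below the 12.7 and 11.3 of the brighter ones. The 4 probe sets of Nr4a2 above background had folds of 10.3, 13.1, 23.2 and 11.6, from brightest to dimmest in TRAP. The brightest had the lowest fold, but the dimmest had a lower fold than some brighter ones. That dimmest probe set was under 50 units on input replicate 2. The array maximum allows Slc6a3 less than the fold of Th, so compression at the upper end of the range may lower its fold. The paired count does not decide this for Slc6a3, which has only 1 probe set above background and so is not in that count. A biological difference, such as Slc6a3 transcripts in input from the same cells at a higher share than those of Th, was not tested.
Of 72 nuclear-encoded oxidative phosphorylation subunits above background 34 were higher in TRAP and 0 lower (46 and 0 when adjusted over the list alone), 71 had positive log2 fold changes (65 after centring on bright probe sets), and the median was 0.99, against 0.44 for all genes above background (0.58 against 0.03 after centring). The list moved up at an adjusted p of 1.65e-08 from limma's camera (adjusted p = 0.629 with an estimated correlation), and without TRAP replicate 2, TRAP replicate 4, input replicate 1 and input replicate 2 in turn 13, 12, 16 and 14 rose and 0, 0, 0 and 1 fell. The values argue against gene length and level as the whole cause, since the median lay at percentile 100 of 10000 random lists matched on both, whose median was 0.61 and highest 0.90. More neuronal RNA in TRAP stays open: the pan-neuronal median of 0.64 has a 95% bootstrap interval from -0.06 to 1.21, which holds the subunits' median, so the 2 cannot be told apart on 16 genes. A higher content of these transcripts in dopamine neurons than in the rest of the midbrain may contribute and was not tested apart from this.
Among the subunits that rose were Ndufb1, of complex I (at least 3.15-fold, adjusted p = 0.0220 from limma), Atp5g1, of ATP synthase (log2 fold change 2.44, standard error 0.17, adjusted p = 0.00907, with a negative value on the other of its 2 probe sets above background), Uqcr10, of complex III (2.26, standard error 0.29, adjusted p = 0.0275), and Atp5o, of ATP synthase (1.92, standard error 0.12, adjusted p = 0.00753). The mitochondrially encoded ND5 went the other way, with a log2 fold change of -5.68 and 51.4-fold higher input.
The 8 long noncoding RNAs above background had a median log2 fold change of -3.10, with 7 negative and 1 positive. Of these 4 fell and 0 rose (6 and 1 when adjusted over the list alone). Miat had a log2 fold change of -3.88 (standard error 0.54, adjusted p = 0.0315 from limma), Meg3 of -3.52 (0.30, 0.0132), Snhg11 of -3.49 (0.22, 0.00747) and Snhg14 of -2.61 (0.29, 0.0208), while Malat1, at -2.71 (0.65) on its brightest probe set, did not pass (0.0794) but fell on 4 of its 6 probe sets above background. The list moved down at an adjusted p of 0.0143 from limma's camera (adjusted p = 0.629 with an estimated correlation, 0.0664 without input replicate 1, 0.0549 with an intensity trend and 0.110 with TRAP divided by the factor of 1.09). Without TRAP replicate 4, 2 of them fell, and without any 1 of the other arrays, 1.
The control probe set for the B1 repeat was at 2374 ± 1219 units (SD, n = 2) in TRAP and 31385 ± 8074 in input, a log2 difference of -3.80, and that for the B2 repeat differed by -0.35. ND5 and these repeats were not weighed, and no explanation for them was tested.
Of the 13 genes of this part that passed, Rps4l and Rps27l below among them, 8 missed the threshold without TRAP replicate 2, 7 without TRAP replicate 4 and 8 without input replicate 1 or input replicate 2, with adjusted p up to 0.193 from limma. ND5, Ndufb1 and Miat are among them in each case. With values under 50 units raised to 50, 10 of the 13 missed it (up to 0.314), all but Atp5o, Snhg11 and Rpl10a. Of the 10, ND5, Atp5g1, Uqcr10, Miat, Meg3, Snhg14, Rps4l and Rps27l kept their log2 fold changes. Their losses there come from the fit over the other probe sets. With the mean of all probe sets of a gene, Atp5g1 missed the threshold (log2 fold change 0.73, adjusted p = 0.126 from limma).
The poly-A controls, which are added to the RNA before labelling, were 1.70 log2 units higher on TRAP replicate 2 than the mean of the other arrays (24 probe sets). Their difference from the mean of the others was -0.64 on TRAP replicate 4, -1.05 on input replicate 1 and -0.003 on input replicate 2. The hybridization controls were 0.43 above the mean of the others on TRAP replicate 2. The same difference was -0.22 on TRAP replicate 4, -0.54 on input replicate 1 and 0.33 on input replicate 2.
The 3′ minus 5′ difference of the Gapdh controls was 6.60 log2 units on average in input, above that of both TRAP arrays. Gapdh was 1.05 log2 units higher in TRAP at its 3′ probe set, 1.98 at the middle one and 3.41 at the 5′ one, and Actb 0.33, 0.78 and 1.89. A probe set's fold in these arrays thus varied with its position in these 2 transcripts.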

How the results depend on the processing

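The alternatives were set before the data were examined, except the division of TRAP by the factor of 1.09 found against Supplemental Table 1, the list test above background with an estimated correlation, and the counts above background, which were chosen after the result was seen. The cause of a changed value was not tested unless given here.
Over all probe sets 8539 were higher and 11760 lower. Centring on bright probe sets gave 4937 and 25402, since it shifts the median log2 fold change by -0.41, and quantile normalization of the 4 arrays gave 9706 and 7947, which turns the balance. Fitting only probe sets above background gave 3968 and 1972 with fewer tested, raising values under 50 units to 50 gave 824 and 467, an adjusted p under 0.01 gave 5148 higher, and at least 2-fold gave 3273 and 3279. The lower count was 18091 with an intensity trend and 21350 with TRAP divided by the factor. Without 1 array it was 8757 to 18722, and the higher count 6752 to 8120.
Above background 3213 were higher and 1559 lower. Quantile normalization gave 2222 and 2038, values raised to 50 gave 824 and 467, an adjusted p under 0.01 gave 944 and 632, centring gave 3867 lower, and a background of 100 units gave 1006 lower. Without 1 array, which leaves a lone array assumed to vary like the other fraction, 1340 to 2652 were higher (fewest without TRAP replicate 4) and 842 to 1313 lower. The count over 10-fold at an adjusted p under 0.01 was 111, 1 with values raised to 50, and 33 to 113 without 1 array.
The correlation of the TRAP arrays was 0.993, 0.972 above background and 0.982 on linear values. That of TRAP with input was 0.945, 0.861 above background, 0.910 on linear values and 0.894 by Spearman's rho. The mean share of probe sets at or above Slc6a3 in TRAP was 0.0411%, and 0.116% among those at 50 units or more, where fewer are counted.
Of 26 lists 11 passed, 4 with an intensity trend, 5 with TRAP divided by the factor, 0 with an estimated correlation, 0 with an estimated correlation above background, and 1 to 12 without 1 array, fewest without input replicate 1. More lists passed after centring on bright probe sets (15), in the fit of only the probe sets above background (16) and with values raised to 50 (13). Quantile normalization gave 9 and the mean of all probe sets of a gene 10. No list that passed changed direction under any of these settings, and 7 that did not pass did so under at least 1 (channels, serotonergic, noradrenergic and cholinergic, neuropeptides, ribosomal, immediate early, axon guidance). Lists of several genes whose spread comes from 2 arrays per fraction depend on the assumed correlation most, since 0 passed without it.
Of 118 named genes 83 passed, and none of the 83 changed sign under any setting. Of those that did not pass, 6 changed sign under 1 setting. Mbp, Ctss and Slc32a1 did so without TRAP replicate 4, Maob without input replicate 1 and Kcnd3 with the mean of its probe sets. The last was Tph2, whose values on the TRAP arrays are identical. Its log2 fold change went from 0.52 to -1.04 without input replicate 2, and was 2.09 without input replicate 1. Only 1 probe set of Kcnd3 was above background, with a log2 fold change of 2.17, so its sign change rests on levels below background. Of the 83, 81 passed above background as well, 18 passed without each array in turn, and 59 missed the threshold with values under 50 units raised to 50. Among the 59 that missed the threshold with values raised to 50, Ntsr1 and Slc18a2 kept their log2 fold changes. Their losses there come from the fit over the other probe sets. For genes with identical values in 1 fraction, such as Gadl1, leaving out an array of the other fraction leaves no spread. That check decides nothing for them. No paired analysis was possible because the fractions share only 1 replicate number. Signal over background limits the folds: 26819 probe sets lay under 50 units on all 4 arrays.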

Differences from the paper's values

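In the reported fit, no recomputed value differs from the paper's by more than 1.5 times. This covers 104 values of its text, Table 1 and the legend of Fig. 2. Some values differ by more under other settings. The fold of Ntsr1 is 34.0 without input replicate 2, against 19.9 in the paper. The input level of Gad1 is 3529 units without input replicate 1, against 6588 in the paper. The folds of Table 1 given here, which are ratios of means on the log2 scale, lay between 0.879 and 1.25 times the paper's. Ratios of the linear means lay between 1.08 and 1.09 times the paper's, and between 0.996 and 1.00 times after division by the factor of 1.09 by which the Slc6a3 column of the supplement lies below the mean of the deposited TRAP values. With values under 50 units raised to 50, a setting made before the data were examined, the rise of Gadl1 is at least 3.05-fold. Its adjusted p of 0.0559 from limma then misses the threshold. Both input arrays of Gadl1 lay below 50 units, so 3.05 is a lower bound and does not contradict the paper's 19.
The caption of the paper's Table 1 gives a p under 0.01, without saying whether it is adjusted, and a limit on the specificity index. In 22 of its 47 lines the paper's own adjusted p is 0.01 or more, and in 2 it is 0.05 or more as printed. These are Ndnf, at 0.069, and Tacr3, printed as 0.05. The adjusted p of Tacr3 was 0.0498 here from limma, so its place at the limit may be rounding. Here 22 of the 47 have an adjusted p of 0.01 or more from limma and 8 an unadjusted p of 0.01 or more. In the fit of only the probe sets above background 39 have an adjusted p under 0.01. The specificity value is 1.9e-06 in all 47 lines, above the limit that the paper states.
The paper describes the other glutamate decarboxylase genes as depleted. Gad2 fell here, and Gad1 had a log2 fold change of -1.26 with an adjusted p of 0.306 from limma, and 0.201 above background. No setting that was run calls Gad1.
The paper names Kcnd3 among the genes behind a channel category. It had a log2 fold change of 2.17 and an adjusted p of 0.0758 from limma over all probe sets. In the fit of only the probe sets above background, which calls it, the adjusted p was 0.0298. With the mean of all its probe sets the log2 fold change was -0.15 (0.418). Only 1 of its probe sets was above background, so this mean decides nothing. Of the 36 channels above background 6 rose and 2 fell, and Scn3a, which the paper names too, rose. Scn3a missed the threshold after quantile normalization of the 4 arrays (log2 fold change 0.97, adjusted p = 0.0570 from limma). It also missed it with values under 50 units raised to 50 (0.154). Its log2 fold change did not change under the latter setting, so that loss comes from the fit over the other probe sets.
The paper places Slc6a3 within a top share of the probe sets on the array. On TRAP replicate 4 its share here is below that limit (0.0289%) and on TRAP replicate 2 just above it (0.0533%), with a mean of 0.0411%, which is below it.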

Other observations

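The comparisons of the 2 TRAP arrays in this part were chosen after the values were seen, and none of them was tested.
Among dopamine neuron receptors 6 of 18 above background rose and 1 fell (6 and 1 when adjusted over the list alone), with a median log2 fold change of 1.02 (adjusted p = 0.205 from limma's camera). Tacr3, a receptor for the tachykinin neurokinin B, rose from 1027 ± 354 units (SD, n = 2) to 9427 ± 942 (adjusted p = 0.0195 from limma). Without any 1 array 3 rose. Of the substantia nigra-leaning markers, Atp2a3, a calcium pump, rose at least 6.05-fold (adjusted p = 0.00922) and Fgf20, a growth factor, at least 1.67-fold (0.0161). Of the ventral tegmental-leaning markers, Calb1, the calcium-binding protein calbindin, had a log2 fold change of 1.77 (adjusted p = 0.0127), but 0.56 (0.312) with the mean of all its probe sets, and Slc17a6, the vesicular glutamate transporter, of -1.49, which did not pass (0.0597).
Of 10 familial Parkinson disease genes above background 3 rose and 0 fell (3 and 0 when adjusted over the list alone), Atp13a2, a lysosomal ATPase (log2 fold change 1.83, adjusted p = 0.0251 from limma, and 0.0556 after quantile normalization), Park7, which encodes DJ-1 (1.37, 0.00773), and Pla2g6, a phospholipase (1.14, 0.00747). The list did not pass (adjusted p = 0.205 from limma's camera), and 1 rose without TRAP replicate 2 or TRAP replicate 4, 3 without input replicate 1 and 2 without input replicate 2.
Of 13 neuropeptides 2 rose, Grp and Bdnf, a neurotrophin (at least 3.30-fold, adjusted p = 0.0168 from limma), and 1 fell, Nts, neurotensin (at least 2.44-fold lower, 0.0161), with 2 and 1 when adjusted over the list alone. The peptide Cck did not pass (log2 fold change 2.74, 0.0620), and the list did not (0.607 from limma's camera). Without any 1 array 1 rose, and 2 fell without TRAP replicate 2 and 0 without input replicate 1 or input replicate 2.
Of 19 axon growth and guidance genes 1 rose, Ntn1, and 4 fell (1 and 3 when adjusted over the list alone). Among the falls were the semaphorins Sema3c (at least 1.94-fold, adjusted p = 0.0201 from limma) and Sema3a (at least 1.83-fold, 0.0192) and their receptor Nrp1 (log2 fold change -2.19, 0.0427, and 0.0509 with the mean of its probe sets). The list did not pass over all genes (0.332 from limma's camera). Over the genes above background it moved down (0.0370, and adjusted p = 0.422 with an estimated correlation). Fewer of its genes rose or fell without input replicate 1 or input replicate 2.
Of 7 immediate early genes 2 rose and 0 fell (2 and 0 when adjusted over the list alone), Btg2, an antiproliferative factor (at least 4.03-fold, adjusted p = 0.0105 from limma), and Ier2 (log2 fold change 0.68, 7.43e-06, with identical values within a fraction), and the list did not pass (0.931 from limma's camera). Its median log2 fold change was -0.61, with 3 genes positive and 4 negative, and -1.02 after centring on bright probe sets. Without any 1 array 1 rose and 1 fell, and Ier2 missed the threshold above background (0.0640) and after centring (0.0580).
Of 3 glutamatergic markers 1 fell, Neurod2, a neuronal transcription factor (at least 2.98-fold, adjusted p = 0.0143 from limma), with 2 when adjusted over the list alone, and 0 fell without TRAP replicate 4, input replicate 1 or input replicate 2. The list moved down at an adjusted p of 0.0244 from limma's camera (adjusted p = 0.629 with an estimated correlation), and not without input replicate 1 (0.106) or input replicate 2 (0.0977), after quantile normalization (0.0567), with an intensity trend (0.0726) or with TRAP divided by the factor of 1.09 (0.110). Of 4 serotonergic markers 1 fell, Htr1a, the serotonin 1A receptor (at least 1.16-fold, adjusted p = 0.00221 from limma), 1 when adjusted over the list alone, and the list did not pass (0.311 from limma's camera, 0.0426 without input replicate 2). Htr1a missed the threshold without TRAP replicate 2 or TRAP replicate 4, where 0 fell, while 1 rose and 1 fell without input replicate 1 and 2 fell without input replicate 2. Tph2, the enzyme of serotonin synthesis, had a log2 fold change of 0.52 that did not pass (0.778). Over the genes above background the serotonergic list moved down (0.0319 from limma's camera, and adjusted p = 0.422 with an estimated correlation). The noradrenergic and cholinergic list had 1 gene above background, Isl1 (log2 fold change -3.87, adjusted p = 0.0914, list 0.607 from limma's camera), and the blood, ependymal and choroid list had Ttr (-3.75, 0.284, list 0.580 from limma's camera).
Of 42 ribosomal protein genes 5 rose and 1 fell (3 and 1 when adjusted over the list alone), with a median of 0.22 that becomes -0.18 after centring on bright probe sets, and the list did not pass (0.260 from limma's camera, 0.0437 without TRAP replicate 4). Rps4l and Rps27l rose by 2.25 and 1.43 log2 units (adjusted p = 0.0221 and 0.0422 from limma), and Rpl12 fell at least 1.30-fold (0.0016). Rps27l missed the threshold after quantile normalization (0.0907) and with the mean of its probe sets (0.0656). Without TRAP replicate 2, 1 rose and 2 fell, without TRAP replicate 4, 2 rose, and 2 fell without input replicate 1 or input replicate 2. Among pan-neuronal genes Stmn3, a microtubule regulator, was the 1 that rose (log2 fold change 0.65, adjusted p = 0.00691 from limma). Its TRAP values are identical and near the array maximum, and it missed the threshold without TRAP replicate 2 (0.0889) or TRAP replicate 4 (0.0905), above background (0.0710), after centring (0.108) and with the mean of its probe sets (0.0672).
Of the 21 genes of this part and of Table 1 examined without each array, 12 missed the threshold without TRAP replicate 2, 13 without TRAP replicate 4 and 12 without input replicate 1 or input replicate 2, with adjusted p up to 0.189 from limma. Calb1 and Nts are among them in each case. With values under 50 units raised to 50, 17 of the 21 missed it (up to 0.667), all but Aldh1a7, Grp, Pla2g6 and Stmn3. Of the 17, Anxa1, Ret, Calb1, Park7, Atp13a2 and Nrp1 kept their log2 fold changes. Their losses there come from the fit over the other probe sets.
The TRAP arrays differed in genes of other cells: endothelial markers had a median 1.05 log2 units higher on replicate 2 and long noncoding RNAs 0.75, while nicotinic subunits had -0.67, dopamine receptor genes and other receptors -0.40 and pan-neuronal genes -0.33. The median over 10014 genes was 0. The same array has the higher poly-A controls, and no explanation was tested.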
